# Potential value of differentially expressed circular RNAs derived from circulating exosomes in the pathogenesis of rat spinal cord injury

**DOI:** 10.3389/fnins.2022.1003628

**Published:** 2022-11-11

**Authors:** Chunfang Zan, Jianan Li, Fengsong Lin, Zengliang Wang

**Keywords:** spinal cord injury, exosome, ncRNA, circRNA, miRNA, mRNA, ceRNA

## Abstract

Spinal cord injury (SCI) remains one kind of devastating neurological damage, and specific molecular mechanisms involved need to be understood deeply. Currently, circular RNAs (circRNAs), as a newly discovered type of non-coding RNAs (ncRNAs), have been under active investigation. Through functional interactions with disease-associated microRNAs (miRNAs), exosome-derived circRNAs have been extensively implicated in various organ pathogenesis. Nevertheless, the functional involvement of circulating circRNAs in SCI onset, progression as well as repair remains poorly explored until now. Of note, there still lacks clinical and experimental evidence in this regard. To obtain some relevant knowledge in this field, this study was originally designed to have a general overview of differentially expressed circRNAs derived from circulating exosomes in SCI rats in comparison with the control rats. It turned out that 709 types of downregulated circRNAs and 346 kinds of upregulated circRNAs were preliminarily screened out. Functional enrichment analyses including kyoto encyclopedia of genes and genomes (KEGG) pathway and gene ontology (GO) were performed to evaluate the possible biological functions of upregulated as well as downregulated circRNAs involved in SCI. Furthermore, five types of upregulated circulating circRNAs including chr4:208359914–208362182+, chr15:20088296–20092102+, chr1:175098934– 175134845–, chr1:175099657– 175128203–, and chr1:175104454– 175134845–, and plus five kinds of downregulated circulating circRNAs including chr11:74154652– 74159524–, chr12:45412398– 45412635–, chr7:137630261– 137648924–, chr6:6280974–6281188+, and chr4:225251864–225254087+, were verified through reverse transcription-polymerase chain reaction (RT-PCR). At last, taking these differentially expressed circRNAs in the center, the circRNA-miRNA-mRNA gene interaction network was constructed to predict the possible functionalities of circRNAs in SCI through anticipating specific interactive miRNAs, giving new insights into how circRNAs contribute to this pathological process. Taken together, these findings suggest the possible involvement and functional significance of circRNAs in SCI.

## Introduction

Spinal cord injury (SCI) remains a catastrophic injured condition for humans, and causes impaired mobility and even permanent neurological deficits, thereby bringing serious social and economic burdens (Ahuja et al., 2017; David et al., 2019; Zipser et al., 2022). Given that there is still a lack of effective therapies for SCI until now, fundamental research is under active investigation in order to provide some promising targets for controlling SCI progression, exacerbation as well as recovery (Yamazaki et al., 2020; Kopper and Gensel, 2021). In terms of mechanisms, the pathological changes of the injured spinal cord are characterized by traumatic injury, ischemia, chronic neuroinflammation, and redox imbalance (Anjum et al., 2020; Alcántar-Garibay et al., 2022). Recently, non-coding RNAs (ncRNAs), for example, microRNAs (miRNAs) and long non-coding RNAs (lncRNAs), have been identified as pivotal players in SCI (Kimura et al., 2021; Liu et al., 2022). Of note, the knockdown of certain lncRNAs such as TUG1, XIST, and ZFAS1 has shown a beneficial effect on SCI development through mouse as well as rat model studies (Chen Y. et al., 2021; Wu et al., 2021; Zhong et al., 2021), indicating the functional involvement and preclinical significance of these ncRNAs in SCI.

Distinct from traditional linear RNAs, circular RNAs (circRNAs), as a new class of ncRNAs, are more stable, not easy to degrade, and not affected by RNA exonuclease due to their unique closed annular structure (Saaoud et al., 2021; Liu and Chen, 2022). In the functional sense, circRNAs have been found to regulate transcription, splicing, cytoplasmic mRNA stability and translation, interference with signaling pathways, etc. Of interest, circRNAs contain plenty of miRNA binding sites and thereby act as miRNA sponges, further counteracting the inhibitory effects of miRNAs on their target genes and meanwhile upregulating their corresponding target gene expression (Liu and Chen, 2022; Misir et al., 2022). This regulatory process involves the competing endogenous RNA (ceRNA) mechanism. Especially, the translation of circRNAs can produce some novel isoforms of proteins, which further determines their clinical significance in human diseases (Wen et al., 2022).

On the one hand, exosomes, as mediators of cell-to-cell communication as well as vehicles of circRNAs and other ncRNAs, are key regulators in specific molecular signaling (Isaac et al., 2021). On the other hand, circRNAs are one class of the most abundant components in exosomes (Li et al., 2021; Jafari et al., 2022). Therefore, exosomal circRNAs attract much attention from researchers in the context of SCI. In a similar vein, Han et al. (2022) gave a comprehensive review about separated/cooperative biological functions of circRNAs and exosomes, highlighting the potential of these exosomal circRNAs in disease states. So far, exosomal circRNAs have been found to participate in tumorigenesis, and cardiovascular inflammation as well as metabolic disorders through targeting the corresponding miRNA-mediated axis (Li et al., 2021; Lin et al., 2021). Even so, the role of exosomal circRNAs in the injured spinal cord has not been well elucidated, which needs to be explored further.

For this reason, we mainly focus on circulating exosome-derived circRNAs in this study, and aim to investigate their potential role and relevant functions in the context of SCI. To this end, we utilized rat SCI model and collected exosomes, procedures and results of which have been well described in our recently published paper (Li et al., 2023). Based on this, exosomal circRNAs were obtained, functional enrichment analyses including kyoto encyclopedia of genes and genomes (KEGG) pathway and gene ontology (GO) ontology were performed, and several differentially expressed circRNAs were confirmed through reverse transcription-polymerase chain reaction (RT-PCR). Furthermore, the interaction network of circRNA-miRNA-mRNA would better explain the predicted functions of exosomal circRNAs in the injured spinal cord based on the ceRNA mechanism.

## Materials and methods

### Rat spinal cord injury model establishment and exosome extraction and identification

The successful establishment of rat SCI model, the isolation of blood exosomes, and the identification of exosomes were detailedly described in our recently published paper (Li et al., 2023). In brief, six adult female rats were randomly divided into two groups, the experimental group (EG) in which SCI surgery was performed on rats, and the control group (CG) in which the skin was injured on rats. Both cohorts of rats were maintained under the same feeding conditions before and after surgery. After 24 h, blood was collected and exosomes were extracted by using the density gradient centrifugation. Then, the classical characteristics of isolated exosomes were verified through Western blot, electron microscopy, and nanoparticle tracking analysis (NTA). Related data on this part would be referred to our previous publication (Li et al., 2023).

### Exosomal RNA isolation

According to the manufacturer’s protocol, Trizol reagent (Thermo Fisher Scientific, Waltham, MA, USA) was used to obtain high-quality RNA from circulating exosomes. Concentrations of different RNA samples were measured through using Nanodrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Then the quantitative control as well as the integrity control were performed for isolated RNA prior to experiments in the next step.

In the process of quantitative control, the purity of RNA was evaluated by using OD260/OD280 values. The final results would be considered as “Pass”, if these OD260/OD280 values are within the range between 1.8 and 2.1, suggesting isolated RNA has high quality and can be used further.

Regarding the integrity control, 1% agarose gel (Thermo Fisher Scientific, Waltham, MA, USA) was utilized to assess the integrity of isolated RNA in this study.

### RNA library construction and RNA sequencing

Prior to RNA library construction, ribosomal RNA (rRNA) needs to be completely removed from total RNA. To this end, NEBNext rRNA Depletion Kit (New England Biolabs, Ipswich, MA, USA) was used according to the producer’s protocol. Following this, the RNA library was then constructed through using NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA) according to the standard procedures. Furthermore, RNA library was quality-controlled and then quantified *via* a BioAnalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). In the end, circRNA sequencing was conducted on an illumina HiSeq sequencer from Cloud-Seq Biotech (Shanghai, China). All raw data were uploaded to GEO repository as the GSE213561 study (GSM6589180; GSM6589181; GSM6589182; GSM6589183; GSM6589184; GSM6589185), and the link is as follows: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213561.

### RNA sequencing data analysis

As described in the above part, raw data which contain original paired-end reads were initially acquired from Illumina HiSeq 4000 systems (Cloud-Seq Biotech, Shanghai, China). Through using Cutadapt software,^1^ 3′ adaptor was modified, and low-quality reads were removed in order to keep high-quality reads for further analysis (Han et al., 2020). To display relative levels of these circulating circRNAs, these modified reads were analyzed. HISAT2 software^2^ was used to make an alignment of these pre-selected reads to the human reference genome. Next, according to gene transfer format (GTF) files which were obtained from the Ensembl database,^3^ the expression levels of circRNAs, characterized by the fragments per kilobase of exon model per million mapped fragments (FPKM), were calculated *via* Cuffdiff software (Trapnell et al., 2010). Following this, specific fold changes and corresponding *P*-values were calculated based on the FPKM index, and differentially expressed circRNAs from circulating exosomes were eventually determined.

Moreover, in order to predict their probably involved pathways and functional processes, KEGG pathway analysis^4^ and GO analysis^5^ were performed for circulating upregulated as well as downregulated circRNAs, respectively (Kanehisa and Sato, 2020). The value –log10(*P*-value) was calculated and presented as the enrichment score. For both KEGG pathway and GO analysis, fold change > 2 and *P*-value < 0.05 were taken as the threshold of the differential expression of these circRNAs.

### Determination of differentially expressed circular RNAs through reverse transcription-polymerase chain reaction

Next, we would like to separately verify the top ten dysregulated circulating circRNAs in SCI rats, which were revealed by RNA sequencing previously. To this end, RT-PCR was utilized here to show the relative levels of these 10 circulating exosomal circRNAs from both group rats. As mentioned in the above part, Trizol reagent was used to isolate RNA, and then cDNA was synthesized by utilizing SuperScript™ IV First-Strand synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA). For RT-PCR process, SYBR Green master mix (CloudSeq, Shanghai, China) was additionally employed. Primer 5.0 software (PREMIER Biosoft, Palo Alto, CA, USA) was used to design all primer sequences for circRNA targets as well as the housekeeping gene, i.e., glyceraldehyde-3-phosphate dehydrogenase (GAPDH). All primers were purchased from CloudSeq Biotechnology (Shanghai, China). The primer sequences are shown in Table 1. All raw data were acquired by QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA), and further 2^–ΔΔ*Ct*^ method was applied to show the relative expression of these circulating circRNAs. Given that most of differentially expressed circRNA are novel, we used their chromosome locations to name them.

**TABLE 1:** The primer sequences for circular RNA (circRNA) identification.

	Genes		Sequences
1	chr11:74154652–74159524–	Forward	CATCTCCTACGCTTGCCTGA
		Reverse	CCAGAGAAACAAAGTGGCACG
2	chr12:45412398–45412635–	Forward	GAGACGAACCCAACCTGGTG
		Reverse	CGTGCCCTCCAAAATTGTACC
3	chr4:208359914–208362182+	Forward	ACTGGTGTGAATACTCGGCG
		Reverse	CTGTATGGGGCAATTCCGGT
4	chr7:137630261–137648924–	Forward	TCATGGGCAGTGGGATCTTG
		Reverse	GCAGTGAATAGAGATGCCCGA
5	chr15:20088296–20092102+	Forward	TGTGTGAGGCCTTGGTTTGA
		Reverse	CCACAAGTCCGTATCTTTGGC
6	chr1:175098934–175134845–	Forward	ACCTGGGCAAGGAATTCACC
		Reverse	GTGGTACTTGTGAGCCAGGG
7	chr1:175099657–175128203–	Forward	TCCACTGTGACAAGCTGCAT
		Reverse	GAATTCCTTGCCCAGGTGGT
8	chr1:175104454–175134845–	Forward	TTATGATGGGCCACCACCTG
		Reverse	GTGGTACTTGTGAGCCAGGG
9	chr6:6280974–6281188+	Forward	ACTCCTGGAGAACTCGGGAT
		Reverse	CCAGCTGCTACTTGCTCAGT
10	chr4:225251864–225254087+	Forward	GGAGCTGGAGAAGGACTTGG
		Reverse	CCTCTTGCCATTGTCCGTGA
11	GAPDH	Forward	GACATGCCGCCTGGAGAAAC
		Reverse	AGCCCAGGATGCCCTTTAGT

### Construction of circRNA-miRNA-mRNA network

Considering the importance of functional interactions among circRNAs, mRNAs and miRNAs during the gene regulation, the upstream as well as the downstream on the genome of these differential expressed circRNAs were extended in order to find functional genes near these circRNAs. To this end, corresponding miRNAs were predicted through employing miRNA target prediction software miRanda^6^ based on these differentially expressed circRNAs, and then potential mRNAs were further anticipated by applying Targetscan^7^ as well as miRDB^8^ (Sun et al., 2020). In the end, circRNA-miRNA-mRNA interaction network was established and visualized *via* Cytoscape^9^ (Zhao et al., 2021), where these differentially expressed circRNAs from circulating exosomes were centered.

### Statistical analysis

GraphPad Prism 8 software was utilized to make statistical analyses for these experimental results. Data were shown as means ± standard deviation (SD) from more than three statistical independent experiments. To compare the statistical significances among different groups, *t*-test of two independent samples was utilized, respectively. When *P*-value < 0.05, the difference was regarded as statistically significant. Especially, *P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001.

## Results

### Expression profile analysis of circular RNAs derived from circulating exosomes

The experimental design of this study was shown in Figure 1. 

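Circulating exosomes are small vesicles that cells release into the blood, and a circRNA is a closed RNA loop recognised by reads across its back-splice junction. CircRNAs were sequenced from blood exosomes of 3 SCI rats and of 3 control rats with a skin injury, 24 h after surgery. The deposited table lists 1055 circRNAs, of which 1017 have a host gene and 768 different hosts are named. By position, 677 are exonic, 267 overlap their host in the sense direction, 48 are antisense, 37 are intergenic and 26 are intronic. The libraries held 40814, 38272 and 32683 junction reads in SCI rats 1 to 3 and 32219, 29057 and 49520 in control rats 1 to 3. The depth of all sequenced reads is not used here. The paper's methods name Cutadapt, HISAT2, an Ensembl annotation, a human reference genome and FPKM from Cuffdiff, while the submitters' processing notes name GRCm38 and mm10. The paper names Trizol and NEBNext kits, and the labels name an RNeasy kit and a SMARTer kit. The rat build of the coordinates is not given in the sources used here, so positions are printed as deposited. The table holds raw junction reads and log2 values. Each log2 value equals the log2 of the reads times 1 factor per library, between 1 and 1.78, with 0 reads set to 0.1 first. Here the raw reads were tested with edgeR's quasi-likelihood test and TMM normalization. Adjusted p-values cover the 124 circRNAs with reads in at least 3 of 6 libraries. Counts at a fold change above 2 and an unadjusted p under 0.05 cover all 1055. A fold against a group with 0 reads is a lower bound, set against a floor of 3 reads over the group. Such bounds, and ratios to a group with 1 to 3 reads, are given on the effective library sizes of TMM and, by a scaling added after these were seen, on library totals. The reads carry no molecular identifiers, so floors and counting intervals cover counting error of reads only. Such a bound holds for reads, not for molecules or the spread between rats, and 1 rat can hold most of its reads. In simulated data with a biological coefficient of variation of 0.3, the test recovered 23 of 24 circRNAs changed 8-fold among those tested. With 2.27, the value of the fit of the 124 tested circRNAs, it recovered 0 of 23 changed 8-fold and 0 of 23 changed 64-fold.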

Part data of preliminary work including SCI rat model establishment and exosome identification were presented in our recently published paper (Li et al., 2023).

**FIGURE 1:**
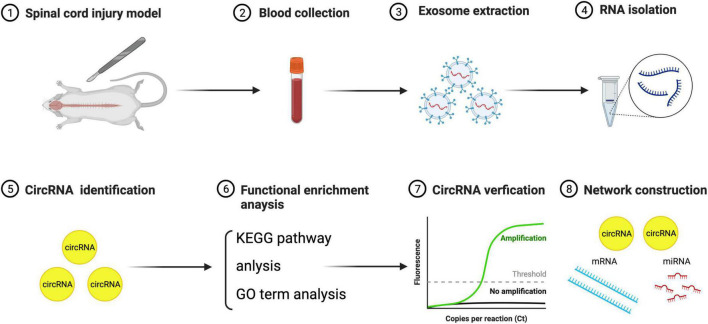
The flowchart of this study.

Through enrichment analyses, a total of 709 types of circRNAs were found to be downregulated whereas 346 kinds of circRNAs were shown to be upregulated in SCI rats in comparison with the control rats. In this experiment, three SCI rats and plus three control rats were included. 

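Of the 1055 circRNAs, 709 had a lower and 346 a higher mean of the authors' log2 values in SCI rats than in control rats. In 573 of the lower circRNAs no SCI rat had a read, and in 238 of the higher ones no control rat had a read. Among the lower circRNAs, 510 were detected in a single rat, 353 of them in control rat 3 and 116 in control rat 2. Among the higher circRNAs, 207 were detected in a single rat, 110 of them in SCI rat 3. Only 7 circRNAs had reads in all 3 control rats and none in SCI rats, and 5 had the opposite pattern. The most abundant circRNA came from Erbin, a scaffold protein that binds the receptor ErbB2, and lies on chromosome 2 from 53079035 to 53084070. It had 1709 ± 1111 reads (SD, n = 3) in SCI rats and 2157 ± 901 (SD, n = 3) in control rats, with an adjusted p of 0.841 from edgeR. Pde5a, an enzyme that breaks down cyclic GMP, gave a circRNA on chromosome 2 from 246287017 to 246287605 with 629 ± 438 reads (SD, n = 3) in SCI rats and 132 ± 114 (SD, n = 3) in control rats, and the same test gave an adjusted p of 0.841. The share of lower circRNAs, 67.2%, was not beyond the spread of the libraries (exact permutation test over the 6 libraries, two-sided, p = 0.5). It was 50.8% among the 124 circRNAs detected in at least 3 libraries, and the log2 values were taken for the means after the counts they give were seen, while unscaled mean reads gave 698 lower and 357 higher.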

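SCI rats 1 to 3 had 178, 200 and 253 detected circRNAs, and control rats 1 to 3 had 191, 236 and 568. The mean was 210 ± 38.6 (SD, n = 3) in SCI rats and 332 ± 206 (SD, n = 3) in control rats (exact permutation test, two-sided, p = 0.6, where 0.1 is the smallest p that 3 rats against 3 allow). Without control rat 3 the difference of the means went from -121 to -3.17. CircRNAs were mostly found in a single rat, 717 of 1055, and 353 of them were found in control rat 3. Within a group, pairs of rats shared 10.9% to 20.0% of the circRNAs detected in either, and pairs from different groups shared 10.4% to 21.4%. Spearman's rho across circRNAs, which are not independent replicates, was between -0.15 and 0.18 within groups and between -0.18 and 0.20 between groups. Most circRNAs with more than 30 reads lay near 1 level in each library, taken as the median of the values within 1.5-fold of their median. The levels were at 519.5, 420 and 237.5 reads in SCI rats 1 to 3 and at 409, 176 and 103 in control rats 1 to 3. The Erbin circRNA stood above that level in every library, at 1.10 times the level in SCI rat 1 and 30.7 times in control rat 3.

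**Figure D1:**
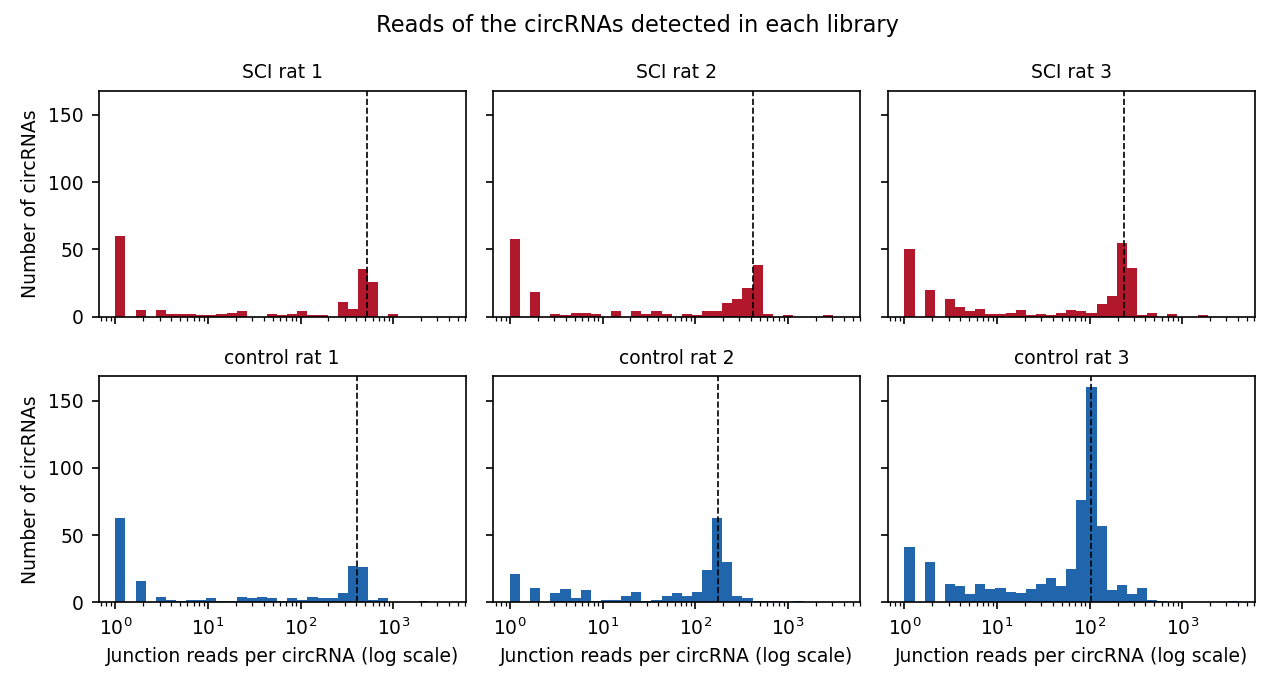
Number of circRNAs (vertical axis) by junction reads per circRNA (horizontal axis, log scale) in each SCI rat (red) and control rat (blue). The dashed lines mark the levels, from 103 reads in control rat 3 to 519.5 in SCI rat 1.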

Through the normalization as FPKM, the heat map of differentially expressed circRNAs from circulating exosomes including 15 kinds of downregulated circRNAs and 7 kinds of upregulated circRNAs was especially visualized (Figure 2A), suggesting that there exists a significantly different expression pattern of circulating exosomal circRNAs between SCI rats and the control rats (*P* < 0.05). 

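All 7 upregulated and all 15 downregulated circRNAs of Figure 2A had the same direction in the raw reads. They were called from log2 values of these same reads, so the shared direction is not independent evidence. The 15 circRNAs come from 14 host genes and 1 has no host. Of them, 12 had no read in any SCI rat and 10 had reads in all 3 control rats. Of the 7, 3 had no read in any control rat and all had reads in each SCI rat. Lrch3, a leucine-rich repeat protein, gave a circRNA with 217 ± 159 reads (SD, n = 3) in control rats and 0.667 ± 0.577 (SD, n = 3) in SCI rats, a ratio of 328 by library totals (counting interval 90.5 to 2717) and of 505 with TMM (139 to 4177). Ssbp2, a protein that binds single-stranded DNA, gave one with 233 ± 173 reads (SD, n = 3) in control rats and 17.7 ± 30.6 (SD, n = 3) in SCI rats, where SCI rat 2 held 53. Of the 22 circRNAs, 17 could be tested and 12 had an unadjusted p under 0.05, but none passed an adjusted p of 0.05 in edgeR. Over all 124 tested circRNAs, 0 passed it and 17 had an unadjusted p under 0.05. The lowest adjusted p, 0.0706, was that of the LOC100910833 circRNA with 1, 4 and 3 reads in control rats and 0 in SCI rats. DESeq2 called 2 circRNAs higher and 11 lower at the same adjusted p, 8 of them among the 22, and limma with library weights called 1 higher and 3 lower. From the heat map, the paper proposes that the expression pattern of circulating exosomal circRNAs differs between SCI rats and control rats.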

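At a fold change above 2 and an unadjusted p under 0.05, edgeR called 1 circRNA higher and 14 lower in SCI rats among all 1055. The higher one came from Setd5, a SET domain protein that acts on chromatin. The lower ones came from Cdk8, Gtf2i, Nme7, Nsd2, Mtmr3, Ikzf1, Upf2, Fbxo38, Rap1gds1, LOC502710 and Arid1a, and 3 have no host gene. None of these 14 had a read in an SCI rat. All had their most reads in control rat 1, between 374 and 498, and 8 had reads in that rat alone. In this fit of all 1055, TMM gave control rat 1 the lowest factor, 0.619, and SCI rat 1 the highest, 1.82. Relative to library totals, this scaling raises the values of control rat 1 and lowers those of SCI rat 1. Gtf2i, a general transcription factor, had 432 and 171 reads in control rats 1 and 2 and 0 in control rat 3. Nsd2, a histone methyltransferase, had 422 reads in control rat 1 and 0 in the other rats. Of the 15 called circRNAs, 6 are among the 22 of Figure 2A, and the others are named because they passed this threshold. Without control rat 1 the test called 1 higher and 0 lower, without control rat 3 it called 0 higher and 1 lower, without any 1 SCI rat it called none, and without control rat 2 it called 0 higher and 13 lower. The excess of lower calls depended on the scaling. In edgeR, library totals gave 1 higher and 2 lower, and DESeq2 size factors gave 1 higher and 10 lower. DESeq2 gave 2 higher and 34 lower, and limma with library weights gave 13 higher and 118 lower.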

In a similar vein, the volcano plots demonstrated consistent changes of differentially expressed circRNAs in SCI rats (Figure 2B). 

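Host genes of several blood cell types were among the sources of the circRNAs. Platelet and megakaryocyte genes hosted 13 circRNAs, with 810 ± 304 summed reads (SD, n = 3) in SCI rats and 880 ± 531 (SD, n = 3) in control rats (exact permutation test, two-sided, p = 0.8). F13a1, a clotting factor subunit carried by platelets, gave a circRNA with 589, 0 and 211 reads in SCI rats and 0, 0 and 105 in control rats. Parvb, a focal adhesion protein, gave one with 1, 0 and 0 reads in SCI rats and 404, 0 and 106 in control rats, and its adjusted p was 0.272 in edgeR, 0.0133 in DESeq2 and 0.295 in limma with library weights. Genes of neutrophils and monocytes hosted 2 circRNAs, with 18 reads of Dock8 in SCI rat 3 and 2 reads of Dock2 in control rat 3. Endothelial genes hosted 4 circRNAs, with 214 ± 221 summed reads (SD, n = 3) in SCI rats and 257 ± 225 (SD, n = 3) in control rats (exact permutation test, two-sided, p = 0.9). Vwf, the carrier protein of clotting factor VIII, gave a circRNA on chromosome 4 from 225113890 to 225118656 with 0, 147 and 287 reads in control rats and 0 in SCI rats, and another from 225161090 to 225176033 with 200 reads in SCI rat 3 and 0 in the other rats. The endothelial circRNAs come from 2 hosts, and Vwf is on the platelet list too, so its reads count in both sums. No circRNA of the listed neuron, glia, skeletal muscle or liver genes was in the table. Control rat 3 held 8 of the 13 platelet circRNAs.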

Taken together, these data give the first impression that some circulating circRNAs display differential expression in SCI rats.

**FIGURE 2:**
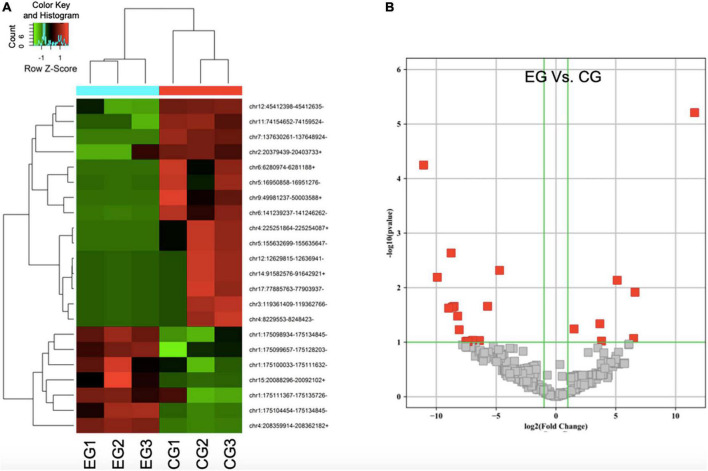
The expression profile of differentially expressed circular RNAs (circRNAs) in spinal cord injury (SCI) rats is identified. **(A)** Heat map of differentially expressed circRNAs from circulating exosomes. **(B)** Two-dimensional presentation for cluster analysis of differentially expressed circRNAs from circulating exosomes. Red represents relatively high expression, green represents relatively low expression, and black represents the average expression. *P* < 0.05, fold change > 2.0.

### Enrichment analyses of potentially upregulated circular RNAs

To further speculate their specific functional activities and involved signaling pathways in the context of SCI, both GO analysis and KEGG analysis were next carried out in this study. Figures 3, 4 together demonstrated the top enriched GO terms and KEGG pathways for these differentially expressed cicRNAs. Especially, upregulated circRNAs were analyzed in Figure 3, and downregulated circRNAs were analyzed in Figure 4. These results together provide an overview of these probably involved cellular components, biological processes, and molecular functions as well as signaling pathways for differentially expressed circRNAs in SCI rats (Figures 3, 4), which may offer some meaningful indications for future research.

**FIGURE 3:**
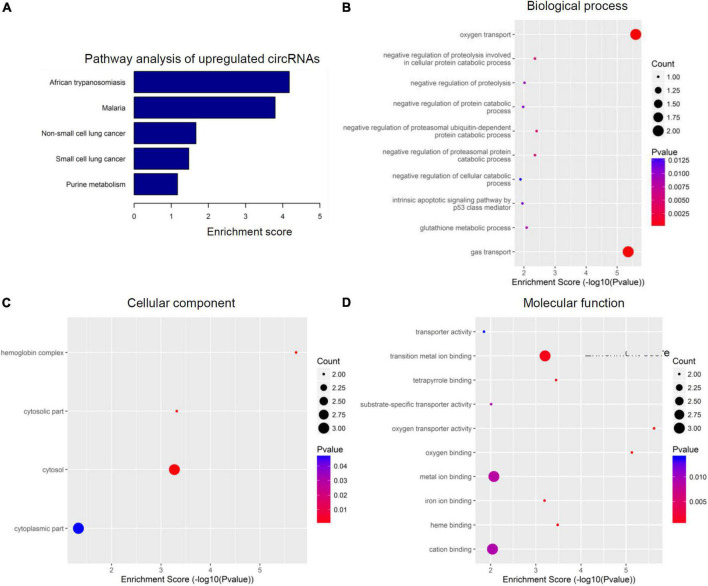
Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis and gene ontology (GO) function analysis of upregulated circular RNAs (circRNAs) from circulating exosomes. **(A)** KEGG pathway analysis of upregulated circRNAs from circulating exosomes. **(B–D)** GO function analysis of upregulated circRNAs from circulating exosomes. **(B)** Biological process analysis of upregulated circRNAs from circulating exosomes. **(C)** Cellular component analysis of upregulated circRNAs from circulating exosomes. **(D)** Molecular function analysis of upregulated circRNAs from circulating exosomes.

**FIGURE 4:**
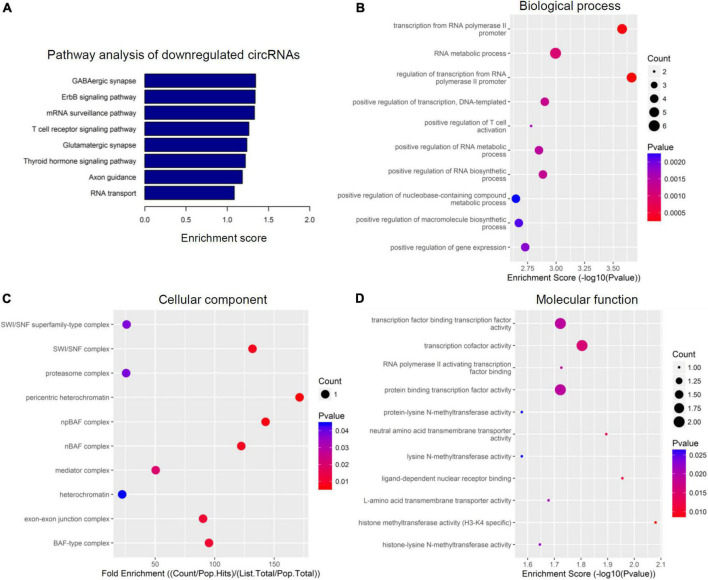
Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis and gene ontology (GO) function analysis of downregulated circular RNAs (circRNAs) from circulating exosomes. **(A)** KEGG pathway analysis of downregulated circRNAs from circulating exosomes. **(B–D)** GO function analysis of downregulated circRNAs from circulating exosomes. **(B)** Biological process analysis of downregulated circRNAs from circulating exosomes. **(C)** Cellular component analysis of downregulated circRNAs from circulating exosomes. **(D)** Molecular function analysis of downregulated circRNAs from circulating exosomes.

The top five enriched biochemical pathways for upregulated circRNAs were African trypanosomiasis, Malaria, non-small lung cancer, small cell lung cancer, and purine metabolism, as demonstrated by KEGG pathway analysis based on located genes (Figure 3A). On the other hand, GO enrichment analysis showed that these upregulated circRNAs were enriched in plenty of biological processes associated with inflammation, cellular components, and molecular functions. 

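The 7 upregulated circRNAs of Figure 2A have 4 host genes, Hbb, Hbb-b1, Fhit and Setd5. Fhit, an enzyme that hydrolyses dinucleoside polyphosphates, hosts an intronic circRNA on chromosome 15 from 20088296 to 20092102. It had 557 reads in SCI rat 1, 2 in SCI rat 2, 1 in SCI rat 3 and 0 in each control rat. This is at least 120-fold higher in SCI rats with TMM and 185-fold by library totals, and 1 rat held nearly all reads. Its adjusted p was 0.272 from edgeR's quasi-likelihood test, and the unadjusted p in that same filtered fit was 0.0494. In the fit of all circRNAs, where the paper's threshold was applied, the same test gave an unadjusted p of 0.152. The Fhit circRNA therefore did not pass that threshold.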

The top five enriched terms of biological process were oxygen transport, negative regulation of proteolysis involved in cellular protein catabolic process, negative regulation of proteolysis, negative regulation of protein catabolic process, and negative regulation of proteasomal ubiquitin-dependent protein catabolic process (Figure 3B). 

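Setd5 hosts an exonic circRNA on chromosome 4 from 208359914 to 208362182. Its reads were 536, 319 and 260 in SCI rats and 0 in each control rat. Normalized by TMM this is 315 ± 54.9 reads (SD, n = 3) in SCI rats, at least 240-fold higher than in control rats with TMM and 368-fold by library totals (exact permutation test, two-sided, p = 0.1, the smallest that 3 rats against 3 allow). The reads lay near the read levels of these SCI libraries, 519.5, 420 and 237.5, so the bound is on reads and not on molecules. The Setd5 circRNA had an adjusted p of 0.272 in edgeR, 0.00158 in DESeq2 and 0.00373 in limma with library weights. Of the 7 upregulated circRNAs, only this 1 had more than 30 reads in all 3 SCI rats. Ubb, which encodes ubiquitin and belongs to the listed red cell and reticulocyte genes, hosts a circRNA on chromosome 10 from 48664665 to 48664892. It had 53, 72 and 66 reads in SCI rats and 1, 2 and 57 in control rats, with an adjusted p of 0.923 from edgeR.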

The top four enriched terms of cellular component were hemoglobin complex, cytosolic part, cytosol, and cytoplasmic part (Figure 3C). 

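Hemoglobin genes hosted 17 circRNAs, 12 of Hbb, 1 of Hbb-b1, 3 of Hba-a1 and 1 of Hba-a2, and 5 of them are in Figure 2A. Their summed reads were 269, 384 and 58 in SCI rats and 16, 19 and 138 in control rats. The mean was 237 ± 165 (SD, n = 3) in SCI rats and 57.7 ± 69.6 (SD, n = 3) in control rats (exact permutation test, two-sided, p = 0.2). As a share of junction reads this was 0.613% in SCI rats and 0.131% in control rats. With each rat left out in turn, the difference of the mean reads, 179, ran from 106 without SCI rat 2 to 269 without SCI rat 3. A single circRNA held most of these reads in 3 rats. The Hbb circRNA from 175128113 to 175136073 on chromosome 1 had 304 reads in SCI rat 2 and 0 elsewhere, that from 175128130 to 175135753 had 135 in SCI rat 1 and 0 elsewhere, and that from 175111595 to 175134929 had 116 in control rat 3 and 1 in SCI rat 2. Without the hemoglobin circRNA of the most reads in each library, a setting chosen after seeing the data, the sums were 134, 80 and 40 in SCI rats and 11, 15 and 22 in control rats (exact permutation test, two-sided, p = 0.1, the smallest possible). Of the 10 that could be tested, none passed an adjusted p of 0.05 in edgeR over all tested circRNAs, 1 was higher when adjusted over the list alone, and 8 had a higher fitted value in SCI rats. As a set they had a fry p of 0.0247 (adjusted p = 0.0742) and an adjusted p of 0.0148 from camera (adjusted p = 0.198 with an estimated correlation). The list follows the paper's own result on these rats and is not independent evidence of its direction. The fry p was 0.0772 with no filter, 0.138 with reads required in 2 of 3 rats of either group, 0.101 with a replicate block, 0.0807 with library weights and 0.067 without control rat 1. It was 0.0157 with DESeq2 size factors, 0.00363 with library totals and, over the 3 circRNAs left, 0.000141 with reads of 5 or fewer set to 0, a setting chosen after seeing the data.

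**Figure D2:**
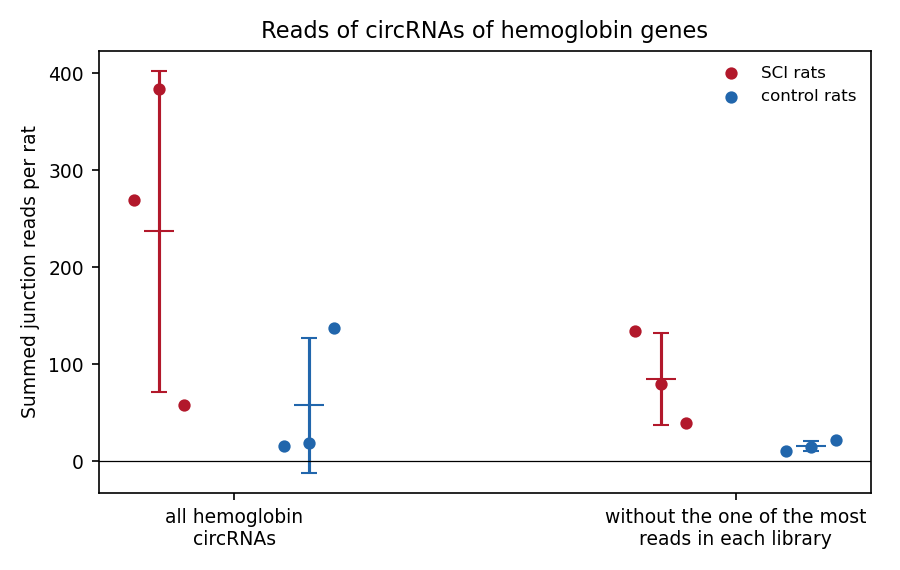
Summed junction reads of hemoglobin circRNAs in each rat (points), with the mean and SD of the 3 SCI rats (red) and the 3 control rats (blue). SCI rat 3, at 58 reads, lies below control rat 3, at 138, until the circRNA of the most reads is left out of each library.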

At last, oxygen transporter activity, oxygen binding, heme binding, tetrapyrrole binding, and transition metal ion binding were the top five enriched terms of molecular function (Figure 3D). 

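Alpha globin genes, which encode the other chain of hemoglobin, hosted 4 circRNAs on chromosome 10. The Hba-a2 circRNA from 15472657 to 15484669 had 5, 14 and 3 reads in SCI rats and 5, 0 and 1 in control rats. The Hba-a1 circRNA from 15485175 to 15498501 had 7, 5 and 3 reads in SCI rats and 3, 4 and 2 in control rats, a log2 fold change of 0.06 (approximate standard error 1.61, adjusted p = 0.981 from edgeR). The Hba-a1 circRNA from 15484612 to 15498053 had 1, 0 and 2 reads in SCI rats and 3, 0 and 2 in control rats. Other listed red cell genes hosted 8 circRNAs, with 53, 86 and 304 summed reads in SCI rats and 1, 180 and 531 in control rats (exact permutation test, two-sided, p = 0.7). Among them, Add1, a protein of the membrane skeleton, had 237 reads in SCI rat 3, and Sptb, the beta chain of erythrocyte spectrin, had 177 in control rat 2.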

Of special interest, the potential involvement of some circRNAs in tumors may indicate the potency of circRNA-elicited microenvironment changes in inflammatory processes.

### Enrichment analyses of potentially downregulated circular RNAs

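Slc38a1, a transporter of glutamine, hosts an exonic circRNA on chromosome 7 from 137630261 to 137648924 with 183, 313 and 112 reads in control rats and 0 in each SCI rat. This is at least 204-fold lower in SCI rats by library totals and 314-fold with TMM, with an adjusted p of 0.272 in edgeR, 0.00262 in DESeq2 and 0.004 in limma with library weights. Nck2, an adaptor protein of receptor signaling, hosts one on chromosome 9 with 1, 24 and 4 reads in control rats and 0 in SCI rats. It was at least 9.75-fold lower in SCI rats by library totals and 15.0-fold with TMM, with an adjusted p of 0.0763 in edgeR, 0.0691 in DESeq2 and 0.402 in limma with library weights. Most reads behind this Nck2 bound were in control rat 2. Upf2, a factor of nonsense-mediated mRNA decay, hosts one on chromosome 17 with 422, 0 and 68 reads in control rats and 0 in SCI rats. It was present in too few libraries for the adjusted test, and its unadjusted p over all circRNAs was 0.0423. None of the 41 listed neuron genes hosted a circRNA in the table. This covers the listed genes only, and the pathways named by the paper were not tested.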

The top eight enriched biochemical pathways were GABAergic synapse, ErbB signaling pathway, mRNA surveillance pathway, T cell receptor signaling pathway, glutamatergic synapse, thyroid hormone signaling pathway, axon guidance and RNA transport, as demonstrated by KEGG pathway analysis based on located genes (Figure 4A). In addition, GO enrichment analysis showed that these downregulated circRNAs were enriched in plenty of biological processes associated with inflammation, cellular components, and molecular functions. The top five enriched terms of biological process were transcription from RNA polymerase II promoter, RNA metabolic process, regulation of transcription, DNA-templated, and positive regulation of T cell activation (Figure 4B). 

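Lymphocyte genes hosted 9 circRNAs, with 844, 812 and 280 summed reads in SCI rats and 395, 210 and 477 in control rats (exact permutation test, two-sided, p = 0.3). Ikzf1 encodes Ikaros, a transcription factor of lymphocyte development, and hosts 2 of those named here, on chromosome 14. The circRNA in Figure 2A had 374, 0 and 91 reads in control rats and 0 in SCI rats. It was at least 156-fold lower in SCI rats by library totals and 240-fold with TMM, mainly through control rat 1. The other one, which ends at 91589913, had 511, 2 and 280 reads in SCI rats and 0, 210 and 124 in control rats, with an adjusted p of 0.964 from edgeR. Bcl11b, a transcription factor of T cells, hosts a circRNA with 413 reads in SCI rat 2 and 96 in control rat 3. Elmo1, an engulfment and motility protein, hosts one with 397 reads in SCI rat 2 and 0 elsewhere.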

The top five enriched terms of cellular component were SWI/SNF superfamily-type complex, SWI/SNF complex, proteasome complex, pericentric heterochromatin, and npBAF complex (Figure 4C). 

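Genes of SWI/SNF chromatin remodelling complexes hosted 5 circRNAs, with 0, 0 and 136 summed reads in SCI rats and 403, 1 and 192 in control rats (exact permutation test, two-sided, p = 0.2). Arid1a, a DNA-binding subunit, hosts the one in Figure 2A, on the minus strand of chromosome 5, with 403, 1 and 80 reads in control rats and 0 in SCI rats. It was at least 163-fold lower in SCI rats by library totals and 250-fold with TMM, with an adjusted p of 0.272 in edgeR, 0.00528 in DESeq2 and 0.159 in limma with library weights. Control rat 1 held most of its reads, so the bound rests mainly on that rat. An antisense circRNA at the same position had 12 reads in control rat 3. Arid1b, another subunit, had 136 reads in SCI rat 3 and 0 elsewhere, and Smarca4, an ATPase of the complex, had 97 in control rat 3 and 0 elsewhere. Genes of the Mediator and the proteasome hosted 8 circRNAs, with 446, 0 and 9 summed reads in SCI rats and 915, 535 and 748 in control rats. Each SCI rat lay below each control rat (exact permutation test, two-sided, p = 0.1, the smallest possible), and the adjusted p over 11 lists was 0.733. The main fit tested 1 of the 8, too few for a fry test, and fry values with looser filters stand in the closing section. The study picked 2 of these circRNAs, those of Med13l and Cdk8 in Figure 2A, from the same rats. They held all reads of the list in control rat 1, 438 and 477. In SCI rat 1 they held none of the 446, so the separation is lost without them. The Mediator members named here were Med13l, Cdk8 and Cdk19, and Cdk8 had 477, 0 and 88 reads in control rats and 0 in SCI rats.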

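Med13l, a subunit of the Mediator kinase module, hosts 2 circRNAs named here that end at 45412635 on chromosome 12. The exonic circRNA from 45412398 had 438, 176 and 388 reads in control rats and 0, 0 and 5 in SCI rats. Its log2 fold change was -8.25 (approximate standard error 4.01), with an adjusted p of 0.272 in edgeR, 0.00262 in DESeq2 and 0.013 in limma with library weights. The circRNA from 45338581 had 446 reads in SCI rat 1 and 88 in control rat 3. Genes of histone lysine methyltransferases hosted 14 circRNAs, with 472 ± 133 summed reads (SD, n = 3) in SCI rats and 373 ± 338 (SD, n = 3) in control rats (exact permutation test, two-sided, p = 0.8). The Setd5 circRNA, picked by the study from these same rats, held 536, 319 and 260 of the 537, 319 and 560 reads in SCI rats. Of the 14 circRNAs, 3 had a higher and 11 a lower mean of the authors' log2 values in SCI rats. Kmt2e, a member of this list, hosts the circRNA of Figure 2A on chromosome 4 with 37, 0 and 107 reads in control rats and 0 in SCI rats. Another Kmt2e circRNA, which ends at 8235012, had 227 reads in SCI rat 3 and 0 elsewhere.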

At last, transcription factor binding transcription factor activity, transcription factor activity, RNA polymerase II activating transcription factor binding, protein binding transcription activity, and protein-lysine *N*-methyltransferase activity were the top five enriched terms of molecular function (Figure 4D). In combination with data for upregulated circRNAs, these bioinformatics data together suggest there are different pathways and functions involved for these dysregulated circRNAs.

### Verification of differentially expressed circular RNAs through reverse transcription-polymerase chain reaction

As addressed in the above part, several significantly upregulated and downregulated circRNAs were preliminarily selected through RNA sequencing (Figure 2). 

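In the sequencing, each of the 10 candidate circRNAs, which were chosen on these same rats, separated the SCI rats from the control rats, and 6 of them had no read in 1 of the groups. The Hbb circRNA from 175098934 to 175134845 had 66, 24 and 18 reads in SCI rats and 0, 0 and 2 in control rats, a ratio of 34.8 with TMM (counting interval 9.41 to 291) and of 53.5 by library totals (14.5 to 448). That from 175099657 to 175128203 had 14, 15 and 6 reads in SCI rats and 2, 0 and 2 in control rats, a log2 fold change of 2.38 (approximate standard error 1.93, adjusted p = 0.424 from edgeR). That from 175104454 to 175134845 had 8, 8 and 1 reads in SCI rats and 0 in control rats, at least 3.65-fold higher with TMM and 5.62-fold by library totals. The LOC103692542 circRNA had 2, 416 and 101 reads in control rats and 0 in SCI rats. It was at least 175-fold lower in SCI rats by library totals and 268-fold with TMM, mainly through control rat 2. The intergenic circRNA on chromosome 4 from 225251864 to 225254087 had 442, 1 and 97 reads in control rats and 0 in SCI rats. It was at least 182-fold lower in SCI rats by library totals and 279-fold with TMM, mainly through control rat 1. Adjusted p-values of the 10 ran from 0.0763 to 0.424 in edgeR. In DESeq2 they were under 0.05 for Setd5 (0.00158), Lrch3 (0.00242), Med13l (0.00262), Slc38a1 (0.00262), the intergenic circRNA (0.00351) and LOC103692542 (0.0153), and missing for Fhit. In limma with library weights they were under 0.05 for Setd5 (0.00373), Slc38a1 (0.004), Lrch3 (0.013) and Med13l (0.013). Complete separation of 3 rats from 3 occurs by chance in at most 10% of circRNAs, and 21 circRNAs showed it, which is 1.99% of all 1055 and 16.9% of the 124 tested. Separation needs reads in at least 3 libraries, so every separated circRNA is among the tested ones.

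**Figure D3:**
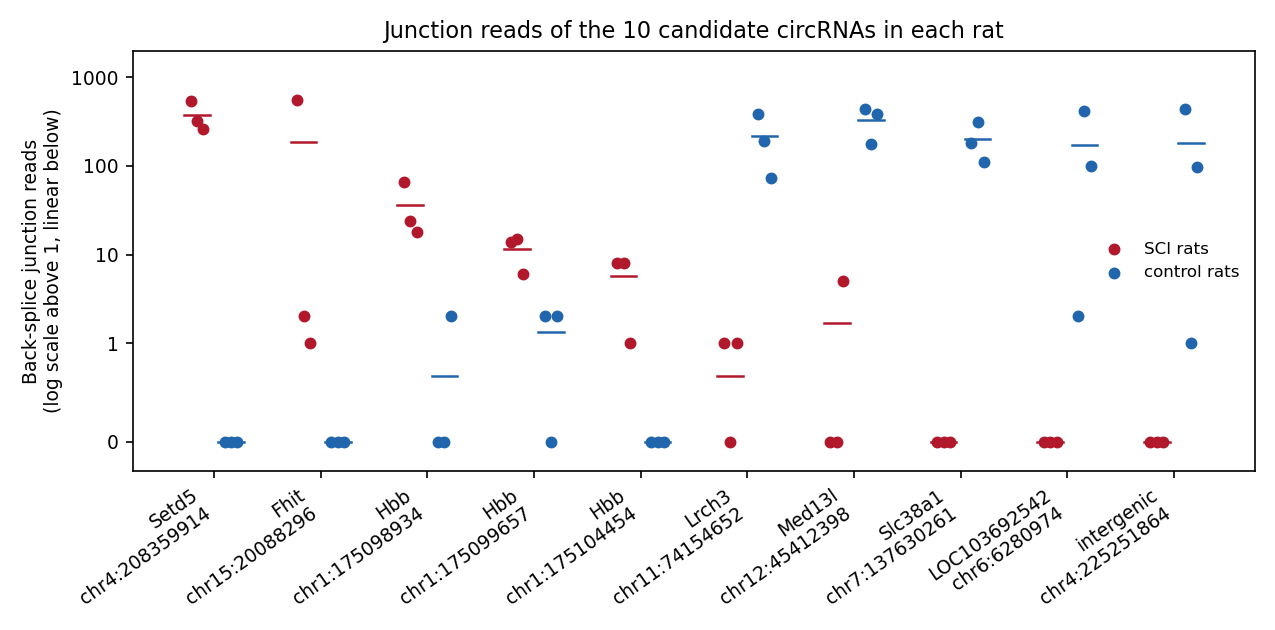
Junction reads (vertical axis, log scale above 1 and linear below) of the 10 candidate circRNAs in each SCI rat (red points) and control rat (blue points), with bars at the group means. Labels give the host gene, the chromosome and the start. The Fhit circRNA had 557 reads in 1 SCI rat and 2 and 1 in the other two.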

Later on, the potential roles of these circulating circRNAs in SCI rats were predicted *via* KEGG and GO analyses (Figures 3, 4). Therefore, we would like to take advantage of qRT-PCR assay, to verify whether these candidate circRNAs are significantly dysregulated indeed. It turned out that there were a total of ten kinds of differentially expressed circRNAs, which were further verified by qRT-PCR in this study. Quantification results displayed that the relative expression of chr4:208359914–208362182+, chr15:20088296–20092102+, chr1:175098934– 175134845–, chr1:175099657– 175128203–, and chr1:175104454– 175134845–, was significantly elevated in SCI rats in comparison with the control rats (Figure 5A). By contrast, the relative levels of chr11:74154652– 74159524–, chr12:45412398– 45412635–, chr7:137630261– 137648924–, chr6:6280974–6281188+, and chr4:225251864–225254087+ were dramatically diminished in SCI rats compared to the controls (Figure 5B). Moreover, the detailed information of these ten candidate circRNAs is summarized in Table 2. 

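In the deposited table, 4 of the 10 candidates are exonic, 4 overlap their host in the sense direction, 1 is intronic and 1 is intergenic. The exonic ones are those of Setd5, Lrch3, Med13l and Slc38a1, and each of these 4 is listed with a published source. The other 6 are listed without one. The sense overlapping ones are the 3 of Hbb and that of LOC103692542, an uncharacterised locus. The LOC103692542 circRNA lies on chromosome 6 from 6280974 to 6281188 on the plus strand and spans 215 bases. The Lrch3 circRNA lies on chromosome 11 from 74154652 to 74159524 and the intronic one of Fhit on chromosome 15.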

Given that most of differentially expressed circRNA are novel and the gene symbol of three kinds of circRNA is the same, we named them according to their chromosome locations. 

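The Hbb gene encodes the beta chain of adult hemoglobin and stands in a cluster of related beta globin genes. On chromosome 1, 3 candidates overlap on the minus strand of this cluster, and 2 of them end at the same base, 175134845. The 5 hemoglobin circRNAs of Figure 2A lie within 1 interval, which holds 9 hemoglobin circRNAs in all. The hemoglobin circRNAs span between 6764 and 35956 bases, and all 17 are listed as sense overlapping. Summed over that interval, the reads were 117, 57 and 44 in SCI rats and 5, 12 and 130 in control rats (exact permutation test, two-sided, p = 0.6). The Hbb-b1 circRNA had 22, 7 and 11 reads in SCI rats and 3, 4 and 4 in control rats, with an adjusted p of 0.841 from edgeR.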

Relevant predicted pathway information of each circRNA can be checked through circBase^10^ (Table 2). These quantitative results not only provide some promising targets for future *in vivo* and *in vitro* research, but also validate the expression profile of circulating circRNAs indicated by RNA sequencing.

**FIGURE 5:**
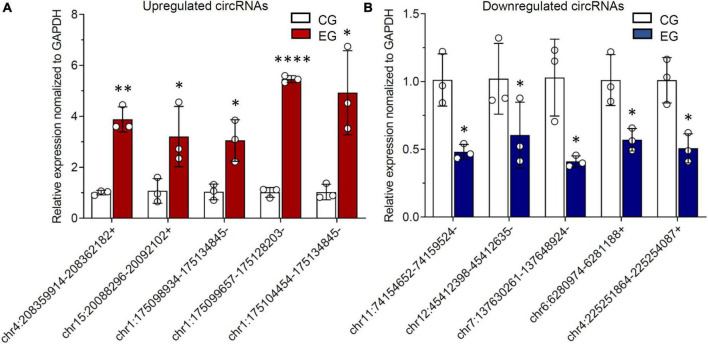
Differentially expressed circular RNAs (circRNAs) from circulating exosomes are verified by reverse transcription-polymerase chain reaction (RT-PCR). **(A)** The relative expression levels of upregulated circRNAs, including chr4:208359914–208362182+, chr15:20088296–20092102+, chr1:175098934– 175134845–, chr1:175099657– 175128203–, and chr1:175104454–175134845–. **(B)** The relative expression levels of downregulated circRNAs, including chr11:74154652– 74159524–, chr12:45412398– 45412635–, chr7:137630261– 137648924–, chr6:6280974–6281188+, and chr4:225251864–225254087+. * *P* < 0.05, ^**^ *P* < 0.01, ^****^ *P* < 0.0001.

**TABLE 2:** Basic information of differentially expressed circular RNAs (circRNAs).

Source	Position	Genomic length	Strand	Best transcript	Gene symbol	Catalog	Regulation
PMID: 25714049	chr11:74154652–74159524	4,872	–	XM_003 751063	Lrch3	Exonic	Down
PMID: 25714049	chr12:45412398–45412635	237	–	XM_003 751198	Med13l	Exonic	Down
PMID: 25714049	chr4:208359914–208362182	2,268	+	NM_0011 06614	Setd5	Exonic	Up
PMID: 25714049	chr7:137630261–137648924	18,663	–	NM_13 8832	Slc38al	Exonic	Down
Novel	chr15:20088296–20092102	3,806	+	NM_02 1774	Fhit	Intronic	Up
Novel	chr1:175098934–175134845	35,911	–	NM_03 3234	Hbb	Sense overlapping	Up
Novel	chr1:175099657–175128203	28,546	–	NM_03 3234	Hbb	Sense overlapping	Up
Novel	chr1:175104454–175134845	30,391	–	NM_03 3234	Hbb	Sense overlapping	Up
Novel	chr6:6280974–6281188	214	+	XM_592846	Loc103 692	Exonic	Down
Novel	chr4:225251864–225254087	2,223	+	–	–	Intergenic	Down

### Construction of circRNA-miRNA-mRNA interaction network to predict functions of differentially expressed circular RNAs

Based on ceRNA mechanism, we would like to take advantage of circRNA-miRNA-mRNA interaction network to anticipate potential functions of circRNAs in the injured spinal cord. As shown in Figure 6, five kinds of upregulated circRNAs as well as five kinds of downregulated circRNAs verified by RT-PCR were chosen and centered in this network. These circRNAs could co-express and interact with 37 miRNAs which are indicated by red triangles and 145 mRNAs which are indicated by blue boxes (Figure 6). All these upregulated circRNAs had four to six target miRNAs, as exemplified by chr4:208359914–208362182+ which has five target miRNAs including rno-miR-26b-3p, rno-miR-17-1-3p, rno-miR-3068-5p, rno-miR-3564, and rno-miR-20b-3p (Figure 6). In the meanwhile, these downregulated circRNAs such as chr11:74154652– 74159524–, chr12:45412398– 45412635–, chr7:137630261– 137648924–, chr6:6280974–6281188+, and chr4:225251864–225254087+ had three to six target miRNAs generally (Figure 6). Thus, these bioinformatics data together imply the potential important functions of the above-mentioned circulating circRNAs in regulating other genes.

**FIGURE 6:**
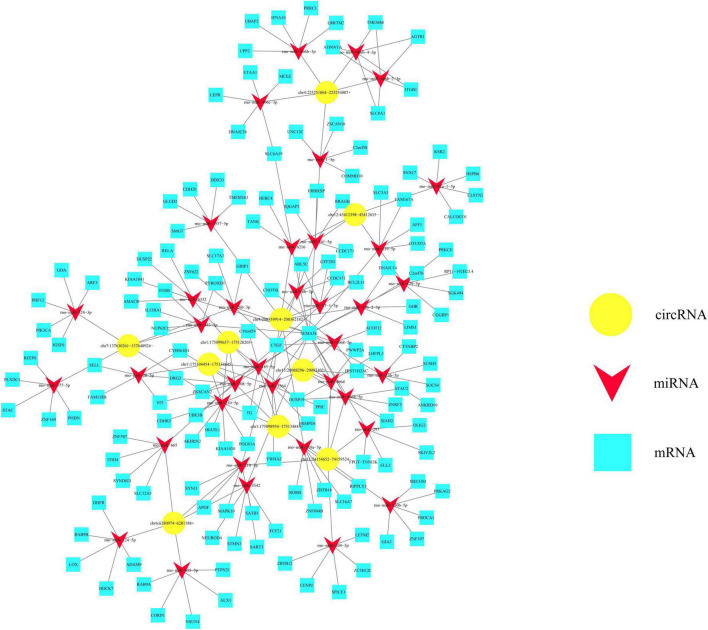
Potential value of differentially expressed circular RNAs (circRNAs) from circulating exosomes is predicted based on the circRNA-miRNA-mRNA interaction network. This interaction network is centered by 10 kinds of differentially expressed circRNAs, as indicated by yellow polygons. These circRNAs could co-express and interact with 37 miRNAs which are indicated by red triangles, and 145 mRNAs which are indicated by blue boxes.

## Discussion

In the current study, bioinformatics analyses of rat specimens revealed 709 downregulated circRNAs and 346 upregulated circRNAs from circulating exosomes in SCI rats in comparison with the control rats, and RT-RCR further confirmed their differential expression. These results together highlight the potential involvement of exosomal circRNAs in injured spinal cord.

In fact, there have been plenty of published studies revealing differentially expressed circRNAs during different stages of SCI (Qin et al., 2019; Wu et al., 2019; Liu et al., 2020; Peng et al., 2020). Liu et al. (2020) found that 1101 circRNAs were upregulated and 897 circRNAs were downregulated at the immediate stage of SCI. Furthermore, they identified eight out of ten candidate circRNAs through RT-PCR, such as rno_circRNA_011494 and rno_circRNA_009608, which displayed different levels of dysregulated expression in SCI rats in comparison with the control group, suggesting several possible targets for early intervention of SCI (Liu et al., 2020). In a similar vein, Wu et al. (2019) displayed a more broad expression profile of spinal cord-derived circRNAs at seven time points including immediate and chronic phases. Of note, they especially focused on exonic circRNA_01477, and demonstrated silencing of circRNA_01477 ameliorated astrocyte proliferation and migration through *in vitro* functional assay. Mechanistically, circRNA_01477 depletion was associated with significantly reduced miRNA-423-5p expression (Wu et al., 2019), indicating that circRNA_01477/miR-423-5p may contribute to SCI progression. Taken together, the important role of circRNAs in SCI has been well established.

In the functional sense, circRNAs have been extensively implicated in SCI through multiple mechanisms, as systematically reviewed by Sámano et al. (2021) recently. Through SCI mouse as well as rat models, circular RNAs have been found to regulate proliferation and migration of vascular endothelial cells, angiogenesis, neuronal cell apoptosis, and neuroinflammation, based on ceRNA pattern (Zhao et al., 2020; Chen J. et al., 2021; Xie et al., 2021; Ye et al., 2021). Among these reported circRNAs, circRNA_014301 showed a pro-inflammatory effect and a pro-apoptotic property upon lipopolysaccharide (LPS) stimulation, which could be reversed by its silencing in PC12 cells (Xie et al., 2021). It suggests the suppression of circRNA_014301 may be a promising strategy to control SCI progression. By contrast, circ-HIPK3 was found to be downregulated in SCI rats and further circ-HIPK3/miR-558/DPYSL5 axis protects against neuronal cell apoptosis in injured spinal cord (Zhao et al., 2020). Moreover, Chen Y. et al. (2021) found another novel circRNA-2960, which could aggravate inflammatory response and induce apoptosis through downregulating miRNA-124 at the lesion site. More recently, Qi et al. (2022) identified circ-Ctnnb1 as a potent regulator of neuronal injury in SCI through the Wnt/β-catenin signaling pathway. Collectively, there have been plenty of well-studied circRNAs in the context of SCI so far, and these circRNAs functionally contribute to SCI progression and even recovery.

However, the majority of current mechanistic studies utilized the spinal cord as the major specimen source and thereby investigated spinal cord-derived circRNAs after injury (Liu et al., 2020; Peng et al., 2020; Chen J. et al., 2021), as discussed in the above part. In addition to the spinal cord itself, circulating mediators from blood including inflammatory factors and bioactive lipids are also considered as important regulators for SCI development (Francos-Quijorna et al., 2017; David and López-Vales, 2021). On the one hand, sudden injury of spinal cord could induce inflammation, a complex response that contributes to secondary damage and even severe functional loss (Hellenbrand et al., 2021; Liu et al., 2021). On the other hand, exosomal circRNAs can participate in multiple inflammatory processes, such as NLRP3 inflammasome activation (Li M. et al., 2020), macrophage polarization and inflammation (Song et al., 2022), autoimmune response (Lodde et al., 2020). Given the importance of circRNAs in inflammation, we are curious about whether circulating circRNAs contribute to SCI. However, there are no relevant data yet. Therefore, our study for the first time addressed the potential value of circulating exosomal circRNAs in SCI progression. Newly identified differentially expressed circRNAs would be promising candidates for early intervention and treatment of SCI.

Of note, we applied enrichment analyses including KEGG pathway, GO, and interaction network prediction in this study, which are well established to anticipate potent genes involved in SCI (Li Z. et al., 2020; Chen Q. et al., 2021). Top enriched biochemical pathways and GO terms of dysregulated circRNAs could provide us some meaningful hints for further mechanistic study. More importantly, the circRNA-miRNA-mRNA interactive network sheds light on the functional involvement of circRNAs in SCI development (Peng et al., 2020; Tong et al., 2021; Wang et al., 2021). Our data demonstrated these differentially expressed circRNAs could co-express and interact with 37 miRNAs and 145 mRNAs. Previous studies have identified several circRNA-miRNA pairs in SCI, such as circAbca1/miR-135b, circRNA_01477/miR-423-5p, circ-HIPK3/miR-558 (Wu et al., 2019; Zhao et al., 2020; Wang et al., 2021). In this study, we also constructed the interaction network, which was centered by 10 kinds of differentially expressed circRNAs. These circRNAs could co-express and interact with 37 types of miRNAs, and 145 types of mRNAs. In combination with the previously published study, these bioinformatics results together kick off functional research of circulating exosomal circRNAs in this field.

In the meanwhile, we acknowledge that there exist several limitations in our study. Even though the expression profile of circulating circRNAs has been mapped in this study, we did not go deeper considering any kind of circRNA. Apparently, *in vitro* functional assays and pharmacological investigations are called for further mechanistic exploration. In addition, concerning differences in circRNAs among species, the clinical significance of human circRNAs in patients should be clarified. Furthermore, solid experimental evidence for the interaction between circRNAs and corresponding miRNAs would bring new avenues for targeting SCI pathological process.

In conclusion, our data identify several circulating exosomal circRNAs in SCI rats, which show a differential expression pattern. These circRNAs are predicted to be involved in different pathways and functional processes, and thereby contribute to SCI development, providing some potential targets for future research on SCI.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE213561.

## Ethics statement

This animal study was reviewed and approved by the Animal Care and Use Committee of Tijian Hospital.

## Author contributions

JL, CZ, and ZW designed and conceptualized this study. JL and CZ wrote the manuscript. FL and ZW further polished the manuscript. All authors prepared and performed experiments, collected, analyzed, and interpreted data, read, and approved the final manuscript.

## Footnotes

1
https://cutadapt.readthedocs.io/

2
http://daehwankimlab.github.io/hisat2/

3
http://www.ensembl.org/

4
http://www.genome.jp/kegg

5
http://www.geneontology.org

6
http://cbio.mskcc.org/microrna_data/miRanda-aug2010.tar.gz

7
https://www.targetscan.org/vert_80/

8
http://www.mirdb.org/

9
https://cytoscape.org/

10
http://www.circbase.org/

How the deposited data were processed for this re-analysis (not part of the article)

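RNA of blood exosomes from 3 SCI rats and 3 control rats with a skin injury, taken 24 h after surgery, was sequenced for circRNAs. Conditions and replicate numbers came from the sample labels and the paper. The rats are separate animals.

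The authors deposited a table of 1055 circRNAs with raw junction read counts and log2 values per library. The paper's methods give Cutadapt, HISAT2, an Ensembl annotation and FPKM from Cuffdiff, and the submitters' processing notes name GRCm38 and mm10. The circRNA caller and the rat build are not given in the sources used here. The deposited log2 values equal the log2 of the reads times 1 factor per library, with 0 reads set to 0.1. The authors also deposited a table of 22 called circRNAs with a fold and a p-value for each. Within a relative tolerance of 0.001, the deposited fold equals 2 raised to the size of the difference between the group means of the log2 values for 22 of 22. The deposited p-value equals that of an equal-variance two-sample test on those log2 values for 22 of 22, and that of the unequal-variance form for 0. The deposited tables hold 24 further columns of raw or normalized values per sample. They were not assigned to samples here and were not used.

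Raw counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. The adjusted result used edgeR's quasi-likelihood test with TMM and Benjamini-Hochberg adjustment over 124 circRNAs with reads in at least 3 of 6 libraries. The paper's threshold, a fold change above 2 with an unadjusted p under 0.05, was applied to all 1055. Standard errors are approximate, from the log2 fold change and the F statistic, and are not given where a group had no reads. Folds against a group at 0 use a floor of 3 reads over the group. Both these folds and ratios with 1 to 3 reads in a group are given with TMM and, added later, by library totals. Ratios carry exact 95% counting intervals. Single values per rat were compared with exact permutation tests, two-sided, whose smallest p is 0.1. Host gene lists with at least 3 tested circRNAs were tested with fry and camera. The direction of each circRNA used group means of the authors' log2 values, a unit taken after seeing the counts it gives.

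Junction reads per library were 29057 to 49520, and 717 of 1055 circRNAs were found in a single library, so most single comparisons rest on 1 rat. The test was checked on simulated data for the comparison of SCI with control. With 200 of all circRNAs changed, it recovered, among the changed ones that were tested, 96.5% at an 8-fold change and 100% at a 64-fold change with a biological coefficient of variation of 0.3, and 0% at either with 2.27. The 2.27 is that of the fit of the 124 tested circRNAs, and the 3.97 of the fit of all 1055 was not simulated.

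Named circRNAs are those of Figure 2A and Table 2, whose values in the paper count as seen, the 10 of the highest mean, every circRNA of a hemoglobin gene, and the 4 of the highest mean in each host gene list. The circRNAs past the paper's threshold are named too, after their values were seen. Host names were matched to RefSeq genes of the GRCr8 assembly for 968 of 1017 circRNAs with a host, 738 by transcript, 194 by symbol and 36 by synonym, and no coordinate of that assembly was used. The lists, fixed before the data were examined, cover hemoglobin, other red cell, platelet, neutrophil and monocyte, lymphocyte, neuron, glia, skeletal muscle, liver, endothelial, SWI/SNF, histone lysine methyltransferase, and Mediator and proteasome genes, hosts of circRNAs common to many tissues, and hosts that the paper cites from spinal cord injury studies. The hemoglobin, SWI/SNF, methyltransferase, and Mediator and proteasome lists follow the paper's results on these same rats and are not independent of them.

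The alternatives were other scalings, tests, filters, library weights, a replicate block, p thresholds, and leaving out each rat. Settings added after seeing the data were reads of 5 or fewer set to 0, DESeq2 with a local dispersion fit with and without poscounts size factors, the two-sample test on the authors' log2 values, 2 further units of direction, bounds and ratios by library totals, and hemoglobin sums without the largest circRNA of each library. Most tests of explanations in the closing section were chosen after the values were seen, as said there. The RT-PCR and the interaction network were not analysed here. A result for 1 circRNA of the hosts common to many tissues is not reported here.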

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

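The settings called DESeq2 with a local fit, DESeq2 with poscounts size factors, reads of 5 or fewer set to 0, and the two-sample test on the authors' log2 values were chosen after seeing the data. At an adjusted p under 0.05, edgeR called 0 circRNAs, with 17 at an unadjusted p under 0.05, and 0 also without each rat in turn. DESeq2 called 2 higher and 11 lower, with its default or a local fit, and 53 adjusted p-values were missing. With poscounts size factors it called 3 and 11, and limma with library weights called 1 and 3. Setting reads of 5 or fewer to 0 left 45 circRNAs tested in place of 124 and called 3 higher, all hemoglobin circRNAs. At the paper's threshold, edgeR called 1 higher and 14 lower. DESeq2 gave 2 and 34 with either fit, and 8 and 22 with poscounts size factors. Requiring reads in 2 of 3 rats of either group gave 3 and 23, and reads in 3 of 6 libraries gave 6 higher. Library totals gave 2 lower, library weights 13 and 118, and reads of 5 or fewer set to 0 gave 2 lower. An unadjusted p under 0.1 gave 12 and 31. The two-sample test gave 4 and 2 on unlogged values, 4 and 9 on the authors' log2 values at p under 0.05, and 7 higher on them at p under 0.1. Leaving out each rat gave 0 to 1 higher and 0 to 13 lower, and only without control rat 1 was the higher call kept. The replicate block gave 0 and 0. Same-numbered rats correlated at -0.06, -0.07 and 0.15, and rats of unlike number at -0.14 to 0.16. These few values cannot tell whether rats were paired. The numbers, which the replicate block uses, follow the sample titles, and the submitters' codes number the SCI rats otherwise. The share lower was 67.2%, 91.2% by group medians and 50.8% with reads in 3 of 6 libraries, and ran from 55.7% without control rat 2 to 79.5% without SCI rat 3. By medians, 849 circRNAs with 0 reads at both medians all count as lower through the library factors, and medians of reads gave 89 higher, 108 lower and 858 equal. The difference in summed reads, 324, was -247 without the 10 circRNAs of the highest mean, and ran from -3613 to 6618 without each rat, below 0 without SCI rats 1 and 2 (-1454.5 and -183.5) and control rats 1 and 2 (-2032 and -3613). For hemoglobin, the fry p of 0.0247 became 0.0772 with no filter, 0.138 with the 2 of 3 filter, 0.101 with the replicate block and 0.0807 with weights, and ran from 0.0184 to 0.067 without each rat, past 0.05 without control rat 1. It was lower with DESeq2 size factors (0.0157), library totals (0.00363) and reads of 5 or fewer set to 0 (0.000141, 3 circRNAs). For hosts common to many tissues the mean log2 fold change turned from above to below 0, while the median was below 0 in every setting, with a fry value of 0.335 with no filter, 0.204 with the filter by group, 0.271 with the block, 0.203 with weights and 0.14 with reads of 5 or fewer set to 0. Without each rat it ran from 0.0352 to 0.421, and the mean turned without SCI rats 1, 2 (0.0352) and 3 and control rat 1. Lists of Mediator and proteasome, SWI/SNF, histone lysine methyltransferase, lymphocyte, endothelial and other red cell genes had too few circRNAs in the main fit for fry. For Mediator and proteasome genes it was 0.051 with no filter (8 circRNAs, mean below 0) and 0.000458 with reads in 2 of 3 rats of either group. That filter kept 3, all with a fold change below 0, of which 2 passed when adjusted over the list alone and 0 over all tested. The study picked 2 of the list's circRNAs from these rats, so this is not independent evidence. The other 5 lists gave 0.242 to 0.597 with no filter, and with the filter by group endothelial genes gave 0.143 and histone lysine methyltransferase genes 0.714. With reads in 3 of 6 libraries the odds ratio of exonic circRNAs for being lower went from 1.25 to 0.981, and that of circRNAs without a published source from 0.738 to 0.632 (no longer under 0.05). Of the 22, 5 overlap and 2 share an end. Among named circRNAs, the log2 fold change turned sign with poscounts size factors for the Erbin circRNA of the highest mean (0.53), Phf21a (0.58), Rasa3 (0.78), Ltbp1 (0.45) and the Hba-a1 circRNA from 15484557 (1.30). With library totals it turned for Phf21a (0.0327) and Ltbp1 (0.31). With weights it turned for the other Erbin circRNA (3.10), Ltbp1 (1.81), Cr2 (-0.64) and the Hba-a1 circRNAs from 15484557 (0.38) and 15485175 (-0.0932). With the block it turned for Tlk1 (-0.12), LOC102550818 (0.44) and Flt1 (-0.00563). It also turned with the 2 of 3 filter for the Hba-a1 circRNA from 15485175 (-0.36) and with reads of 5 or fewer set to 0 for Flt1 (-0.066). Without each rat, values ran from -2.57 to 0.38 for the other Erbin circRNA and -1.61 to 0.88 for LOC102550818 (turned without control rat 1), -1.60 to 0.44 for Rasa3 and -1.07 to 0.14 for the Hba-a1 circRNA from 15484557 (control rat 2), -1.47 to 0.40 for Ltbp1 and -8.52 to 1.74 for the Hbb circRNA from 175111595 (control rat 3), -0.23 to 1.29 for Cr2 and -2.07 to 9.52 for Add1 (SCI rat 3), -0.29 to 3.48 for Hba-a2 and -8.25 to 9.91 for Bcl11b (SCI rat 2), -7.80 to 9.69 for the Med13l circRNA that is not in Figure 2A (SCI rat 1), -6.23 to 7.04 for Flt1 (SCI rat 1 and control rat 2) and -0.23 to 0.41 for the Hba-a1 circRNA from 15485175 (SCI rat 2 and control rat 3). Of the other values, 77 leading ones kept their direction and side of the threshold or stayed within the limits for counts. Of named circRNAs 886 did, 64 kept the direction but no longer passed an unadjusted p under 0.05, and 62 kept it and then passed. The 42 bounds and ratios to a group with 3 or fewer reads all moved by over 1.5 times with library totals, a scaling added after seeing the data. Apart from the construction given for medians, the cause was not tested. The pseudocounts planned for normalized values do not apply to counts, and fry was not run on the DESeq2 fit. With 717 circRNAs detected in a single rat, the spread between rats limits the test, since simulated changes of 8-fold were recovered for 23 of 24 circRNAs at a biological coefficient of variation of 0.3 and for 0 of 23 at 2.27.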

Differences from the paper's values

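The paper reports 7 upregulated circRNAs under a stated p below 0.05, but 3 of them have a deposited p of 0.05 or more. At the stated threshold, edgeR on the raw reads called 1. Among the alternatives set before the data were examined, the value was within the paper's with reads required in at least 3 of 6 libraries, at 6. It was not with DESeq2 (2), DESeq2 size factors (1), reads in 2 of 3 rats of either group (3), library totals (1), library weights (13), the replicate block (0), an unadjusted p under 0.1 (12), the two-sample test on unlogged values (4) or without any rat in turn (0 to 1). The two-sample test on the authors' log2 values at p under 0.1, chosen after seeing the values, gave 7 higher and 15 lower and dropped none of the 22, and at p under 0.05 it gave 4 and 9. The paper's 15 downregulated circRNAs stand beside 14 from edgeR, but 6 of the paper's 15 have a deposited p of 0.05 or more. At an unadjusted p under 0.1, edgeR called 31 lower. Of edgeR's 14, 5 are among the paper's 15, so the 2 counts are close but mostly cover different circRNAs. In both directions, 6 of the 15 circRNAs edgeR called are among the paper's 22. Settings that called more of the 22 at the paper's threshold were DESeq2 with its default fit (13), with a local fit (13) and with poscounts size factors (13), the two-sample test on the authors' log2 values (13), reads in 2 of 3 rats of either group (13), reads in at least 3 of 6 libraries (12) and library weights (8). At an unadjusted p under 0.1 in place of 0.05, edgeR called 10 of the 22, and the two-sample test 8 on unlogged values and 22 on the authors' log2 values. At an adjusted p under 0.05, DESeq2 called 8 of the 22 with its default or a local fit, DESeq2 with poscounts size factors 10, library weights 4 and reads of 5 or fewer set to 0 called 3, where edgeR called 0 with 17 circRNAs at an unadjusted p under 0.05. The local fit, poscounts, log2 and low-read settings were chosen after seeing the values.

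The legend of Figure 2 gives a p under 0.05 for the called circRNAs. In the authors' deposited table, 13 of the 22 have a p under 0.05 and 9 have a higher one, up to 0.0978. The paper describes the values as FPKM, and the deposited log2 values equal scaled junction reads with no length term. Table 2 lists the circRNA on chromosome 6 from 6280974 to 6281188 as exonic, and the deposited table lists it as sense overlapping, with LOC103692542 as host.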

Other observations

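Tests chosen after the result was seen are those of depth and of injury for the read level, of random placement, of all explanations for hemoglobin, and the counts over splits for circRNAs past a threshold. Hipk3, a kinase whose circular RNA the paper cites from other spinal cord injury work, hosted 2 circRNAs, with 284 and 253 reads in SCI rat 3, 1 read in SCI rat 1 and 0 in control rats. Hosts of circRNAs common to many tissues gave 37 circRNAs, with 1576 ± 1019 summed reads (SD, n = 3) in SCI rats and 1834 ± 452 (SD, n = 3) in control rats (exact permutation test, two-sided, p = 0.9). The mean log2 fold change of the 4 tested ones was 0.28 and the median -1.55, and none passed when adjusted over the list alone. CircRNAs without a published source were lower in SCI rats less often than the others, 382 of 594 against 327 of 461 (Fisher's exact test over circRNAs, which are not independent, two-sided, odds ratio 0.738, p = 0.0246). Among the 124 circRNAs detected in enough libraries to be tested, the odds ratio was 0.632 (Fisher's exact test, two-sided, p = 0.272).

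Most circRNAs over 30 reads lay near 1 read level of their library. A candidate explanation is that 1 level stands for 1 amplified molecule, which would put circRNAs with 2 molecules at 2 levels. Between 1.8 and 2.2 levels there were 22 circRNAs and between 1.4 and 1.8 there were 15, a difference of 7 that is within 2 counting SDs. In steps of 0.2 from 1.2 to 2.4 levels, the counts were 68, 4, 11, 10, 12 and 3. They dip above 1.4 levels and rise before 2, so the lower bin took in part of that rise and the comparison cannot decide. Control rat 3 held 4, 5 and 8 of the 11, 10 and 12. The rise was not tested. Sequencing depth stays open. The level per junction read differed 2.10-fold between libraries without the library of the lowest level, but the junction reads were 0.863 to 1.21 times the level times the number of circRNAs over 30 reads, so this value restates that number and does not test depth. Injury stays open, with levels of 519.5, 420 and 237.5 reads in SCI rats and 409, 176 and 103 in control rats (exact permutation test, two-sided, p = 0.2).

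Low reads of 1 to 5 often lay beside more than 100 reads of the same circRNA in another library, 274 of 491 values or 55.8%. Reads assigned to another library could give this, and the odds ratio against values over 30 reads was 3.85 (95% interval 3.05 to 4.84). A bound of 1 was set for it beforehand and was the wrong bound, because random placement of the low reads gave 3.78 on average (2.80 to 5.22 over 10000 draws). Random placement gave a share of 55.2% (47.9 to 63.1), close to the observed one, so misassigned reads cannot be told apart from it. No biological explanation was tested.

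Hemoglobin circRNAs had a higher mean of reads in SCI rats than in control rats. Reads joined across near-identical gene copies may give such circles, and, in an annotation seen before the test was chosen, 17 of 17 were listed as sense overlapping against 249 of 1000 other circRNAs with a host (odds ratio 105.4, 95% interval 6.32 to 1759), which bears on how the circles arise and not on the difference between groups. RNA of red cells stays open, since other red cell hosts differed by -89.7 summed reads, within the spread of 3 rats. Injury stays open too (exact permutation test, two-sided, p = 0.2), with SCI rat 3 below control rat 3.

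The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. No circRNA passed an adjusted p of 0.05 in edgeR in any of the 10 splits, so all 10 match the real count of 0 and the comparison separates nothing. At an unadjusted p under 0.05 the real split gave 17 of the tested circRNAs and the others 2 to 8. DESeq2, run on the real split only, called 13 at an adjusted p under 0.05. At the paper's threshold the real split gave 15 circRNAs and the highest other 13. The number of splits as large was 1, and here and below such numbers include the real split itself. The fry p of hemoglobin genes was 0.0247 in the real split and 0.124 in the lowest other, with 1 split as low. For platelet genes it was 0.765 and 0.0398, with 7 splits as low, and for hosts common to many tissues 0.263 and 0.106, with 4 splits as low.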
